A study of Homo sapiens with 6 samples. Its data were reported in "Beta cell secretion of miR-375 to HDL is inversely associated with insulin secretion" (2019).

How the data were processed

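Small RNA from primary human islets treated with HDL was sequenced by the authors as 6 libraries. The methods of the study mention technical replicates, its results name islets of 1 donor, and whether cultures or libraries were repeated is not stated. The labels give 1 group and the replicate numbers 1 to 6, which were taken from the sample titles. Per the study's methods, the authors prepared libraries with a small RNA kit with added amplification cycles, selected cDNA by size, sequenced single-end reads, trimmed adapters with Cutadapt, removed very short reads, aligned the rest to the human genome with Bowtie allowing a mismatch, and counted reads with an in-house small RNA pipeline. The deposited values are estimated counts per mature miRNA, not scaled for depth, listed to 1 decimal. Of the 1470 rows, 129 had a fractional count in at least 1 library, and these rows held 51.2% of all counts. Of these 129 rows, 26 listed more than 1 location, 1 named more than 1 miRNA and 102 did neither. How the fractions arose is not stated, so levels of such miRNAs, among them let-7a-5p, let-7f-5p, let-7d-5p and miR-107, are uncertain. Added amplification cycles, ligation and PCR favor some sequences over others, so differences between 2 miRNAs within a library mix abundance with capture efficiency, and a small difference between miRNAs cannot be read as a difference in molecules. The comparisons below test whether an order holds between libraries. Because no molecular identifiers were used, intervals and floors cover counting error only.

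Levels were computed as CPM, the count divided by the sum of the miRNA counts of the library, times 1000000. The study scaled to total reads, which were not used here, so shares are shares of miRNA counts. Totals ran from 2225432 to 8909071 counts per library. Shares of single libraries carry Wilson 95% intervals, and the floor was taken as 3 counts. Coordinates were obtained by matching each mature sequence exactly to the hairpins of GENCODE release 29 (GRCh38). The coordinates listed by the authors come with no genome build, the methods name Hg18, and only 7 of 1349 start positions equaled the GRCh38 match, so the listed coordinates are not printed.

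The choices of results, tests, lists of miRNAs and alternatives were made before the data were examined, except where stated. There was 1 group and no untreated control, so no comparison between groups was made. Pairs of miRNAs were compared by the within-library log2 ratio with a pseudocount of 0.5 on counts, tested with an exact two-sided sign-flip permutation test over 6 libraries (smallest p 0.03125) and adjusted by Benjamini-Hochberg within each list. The lists were the exported miRNAs the study names, the panel it followed in INS-1 cells, partners of the exported miRNAs from the same hairpin, cluster or family, and markers of exocrine pancreas, erythrocytes, leukocytes, endothelial cells, stromal cells and hepatocytes. The median abundance percentile of the exported list was set against 10000 random lists of the same size (seed 7). Counts were rounded to whole numbers for the common dispersion (edgeR 4.0.16, TMM scaling, miRNAs with at least 10 counts in every library, square root given as the coefficient of variation) and for the chi-square test of equal share over libraries (expected count of at least 5 in every library). Correlations used log2(CPM + 1). Named individually were the 10 miRNAs with the highest mean CPM, all members of the lists, the 5 miRNAs with the largest chi-square per degree of freedom among those with at least 100 CPM, and the 3 hairpins with at least 100 CPM whose arms were closest. Names outside this rule appear in the closing observations and were chosen after their values were seen.

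Alternatives were other detection thresholds, random thinning of every library to the smallest total, TMM or DESeq2 (1.42.0) scaling, a filter of at least 10 counts in every library, a pseudocount of 1 on counts or 0.1 on CPM, families summed, miR-375 left out, ranking by the median, other backgrounds for the random lists, other dispersion estimates, a larger expected count of 50, at least 100 counts over the arms, and leaving out each library in turn. With 5 libraries the smallest p is 0.0625, so those settings give values with no test. The same test was run for miR-375 against the next most abundant miRNA and for the exported list and the INS-1 panel against miR-375, but miR-375 ranked highest in 6 of 6 libraries, which fixes its outcome, so those p-values are not given and their number of pairs past the threshold is not used.

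The row-wise test was tested on simulated counts with 200 changed miRNAs (SD 0.5 on the log2 scale). Of the 196 changed miRNAs that passed the expected count, 89.3% were recovered, and 8 of 357 unchanged ones were called. The dispersion estimate returned 10.2% where 10% was simulated over 464 miRNAs. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3. The HDL, INS-1 and mouse measurements of the study were not analysed here.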

Results

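Small RNA sequencing was used to count microRNAs (miRNAs, short RNAs that repress messenger RNAs) in primary human pancreatic islets, the clusters of endocrine cells that hold the insulin-secreting beta cells. The islets had been treated with high-density lipoprotein (HDL), the plasma lipoprotein to which the study asked whether beta cells pass miRNAs. A total of 6 libraries formed a single group, replicates 1 to 6. The study's methods mention averaging over technical replicates and its results describe sequenced islets of 1 donor, so the SD given with each mean (n = 6) covers no variation between people. Whether the replicates were separate cultures or repeated libraries of one RNA is not stated, and every measure of spread below covers either source or both. There was no untreated group, and the comparisons below are between miRNAs within the same libraries. The libraries held 37624203 miRNA counts in all. Replicate 4 was the smallest with 2225432 counts and replicate 6 the largest with 8909071, a 4.00-fold range, and the other totals were 6450088 in replicate 1, 4878944 in replicate 2, 6873307 in replicate 3 and 8287361 in replicate 5. A floor of 3 counts, the upper limit that a count of 0 allows, corresponded to 0.337 CPM (the count divided by the library total, times 1000000) in replicate 6 and 1.35 CPM in replicate 4. Reads were amplified by PCR without molecular identifiers, so intervals and floors cover counting error only.

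To ask how many miRNAs were present in islets, miRNAs with at least 1 count were counted. The table listed 1470 entries, of which 1469 had at least 1 count in at least 1 library and 716 had at least 1 count in every library. Requiring at least 10 counts in every library left 464, the alternative that moved this number most. A single library accounted for 265 of the 1469, where the highest count was 12 and 124 of them had a count of 1. With every library thinned at random to the smallest total, 1339 had a count in at least 1 library. Between 896 and 1083 miRNAs were detected per library (mean 1032 ± 70.2, SD, n = 6), and 909 ± 10.9 (SD, n = 6) after this thinning.

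The most abundant miRNA was miR-375, with 20.8% ± 1.48 (SD, n = 6) of the miRNA counts, or 208282 ± 14830 CPM. It ranked highest in 6 of 6 libraries. The lowest share was 18.94% in replicate 5 (Wilson 95% interval 18.91 to 18.96%) and the highest 22.82% in replicate 2 (22.78 to 22.86%), so the spread between libraries was far wider than counting error. Leaving out replicate 2 or replicate 5 moved the mean share most among the alternatives, to 20.4% and 21.2%, and with the DESeq2 size factors as denominator it was 20.9% ± 2.26 (SD, n = 6). The mature sequence TTTGTTCGTTCGGCTCGCGTGA matched the minus strand of GRCh38 chromosome 2 from 219001648 to 219001669, inside the hairpin gene MIR375, and no other annotated gene overlapped it. The next most abundant miRNA was miR-26a-5p with 12.3% ± 0.250 (SD, n = 6) of counts, which ranked below miR-375 and above all others in 6 of 6 libraries. Its sequence matched both MIR26A1 on chromosome 3 (37969413 to 37969434), in an intron of CTDSPL, and MIR26A2 on chromosome 12 (57824658 to 57824679), in an intron of CTDSP2, and reads could not be assigned to one of these loci. The within-library log2 ratio of miR-375 to miR-26a-5p was 0.76 ± 0.11 (SD, n = 6), a 1.70-fold difference. Its direction in 6 of 6 libraries follows from these ranks, so no p-value is given. Summing the miR-26 and let-7 families before ranking, the alternative that moved this ratio most, gave a log2 ratio of 0.71 ± 0.11 (SD, n = 6) to the miR-26 family (exact two-sided sign-flip permutation test, p = 0.03125, the smallest that 6 libraries allow). The 9 members of the let-7 family together held 11.6% ± 1.12 (SD, n = 6) of counts, and miR-375 was 1.79-fold above their sum in 6 of 6 libraries (exact sign-flip p = 0.03125).

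**Figure D1:**
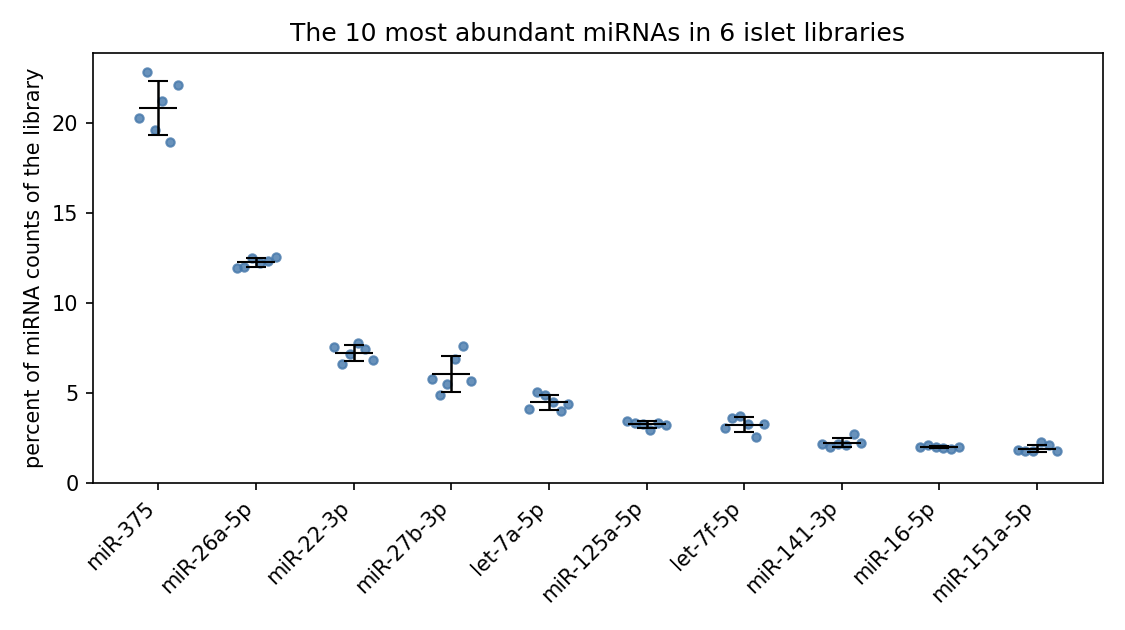
Percent of the miRNA counts of each library (vertical axis) for the 10 miRNAs with the highest mean, with 1 point per library, a horizontal bar at the mean of 6 libraries and error bars of 1 SD. The miR-375 points lie between 18.9% and 22.8%, above every point of miR-26a-5p (mean 12.3%), while the points of several lower-ranked neighbors overlap.

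A few miRNAs took most of the counts. The 10 most abundant held 63.6% ± 1.11 (SD, n = 6) of the miRNA counts, the 50 most abundant 91.3% ± 0.378 and the 100 most abundant 96.9% ± 0.179. With miR-375 left out of the counts, the alternative that moved the first of these most, the 10 most abundant held 56.3% ± 0.941 (SD, n = 6). After miR-375 and miR-26a-5p, the ranking by mean share was miR-22-3p (7.23% ± 0.450), miR-27b-3p (6.06% ± 0.993), let-7a-5p (4.50% ± 0.414), miR-125a-5p (3.27% ± 0.180), let-7f-5p (3.26% ± 0.408), miR-141-3p (2.25% ± 0.258), miR-16-5p (2.00% ± 0.0640) and miR-151a-5p (1.93% ± 0.207). A set of 9 miRNAs was among the 10 most abundant in every library. Of these 10 miRNAs, 7 had fractional counts, let-7a-5p and let-7f-5p among them, and as the division of reads is not described their levels are uncertain to that extent. The ranks were set from the same libraries, so a test of neighboring ranks asks only whether their order repeats between libraries. Of the 9 pairs, 0 differed after Benjamini-Hochberg adjustment over the 9 (exact sign-flip permutation test, lowest adjusted p = 0.0804), and 3 had an unadjusted p under 0.05. With 6 libraries, at least 6 of the 9 pairs would have had to reach the smallest p for any to pass. The 3 pairs with the same order in 6 of 6 libraries were miR-375 over miR-26a-5p, miR-26a-5p over miR-22-3p (log2 ratio 0.76 ± 0.10) and let-7a-5p over miR-125a-5p (0.46 ± 0.17), of which the first 2 follow from the ranks already given. The means of miR-125a-5p and let-7f-5p differed by a log2 ratio of 0.01 ± 0.22 with no consistent order (exact sign-flip p = 0.875, adjusted p = 0.875, n = 6).

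The study named miR-223-3p, miR-183-5p, miR-126-5p and let-7d-5p, next to miR-375, among the miRNAs that sequencing found gained by HDL after incubation with islets. The PCR of the study detected export for miR-183-5p alone among these 4, so they are called exported below by the sequencing only. That PCR used islets of donor 3, while the sequencing used islets of donor 1. Their abundance inside islets was compared with that of miR-375. That all 4 were lower than miR-375 in 6 of 6 libraries follows from the rank of miR-375, and only the size of the difference is informative. The log2 ratio to miR-375 was -5.15 ± 0.29 for miR-126-5p (5906 ± 874 CPM), -5.27 ± 0.36 for miR-183-5p (5509 ± 1117 CPM) and -6.15 ± 0.12 for let-7d-5p (2930 ± 302 CPM; SD, n = 6). For miR-223-3p it was -14.42 ± 0.56 (9.84 ± 3.01 CPM), resting on 17 counts in replicate 4 to 110 in replicate 6. On GRCh38, miR-126-5p matched chromosome 9 from 136670616 to 136670636, in an intron of EGFL7. The sequence of miR-183-5p matched chromosome 7 from 129774967 to 129774988, where no gene other than its hairpin was annotated. For let-7d-5p the match was chromosome 9 from 94178841 to 94178862, in an intron of the long non-coding RNA AL158152.2 and of LINC02603 on the opposite strand. The match of miR-223-3p was chromosome X from 66018937 to 66018958, in an exon of the non-coding transcript AL034397.3.

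Among the 716 miRNAs with a count in every library, the median abundance percentile of these 4 was 94.8, above the median of 99.92% of 10000 random lists of 4. This describes the libraries, since miRNAs are not replicates. The 4 are those the study named as top ones from a longer list of exported miRNAs, so the median does not cover the rest of that list. The members were not alike: miR-126-5p lay at percentile 96.4, miR-183-5p at 95.9 and let-7d-5p at 93.7, while miR-223-3p lay at 45.1 with 393 miRNAs above it. Restricting the background to miRNAs with at least 10 counts in every library, the alternative that lowered the median most, gave 92.0.

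**Figure D2:**
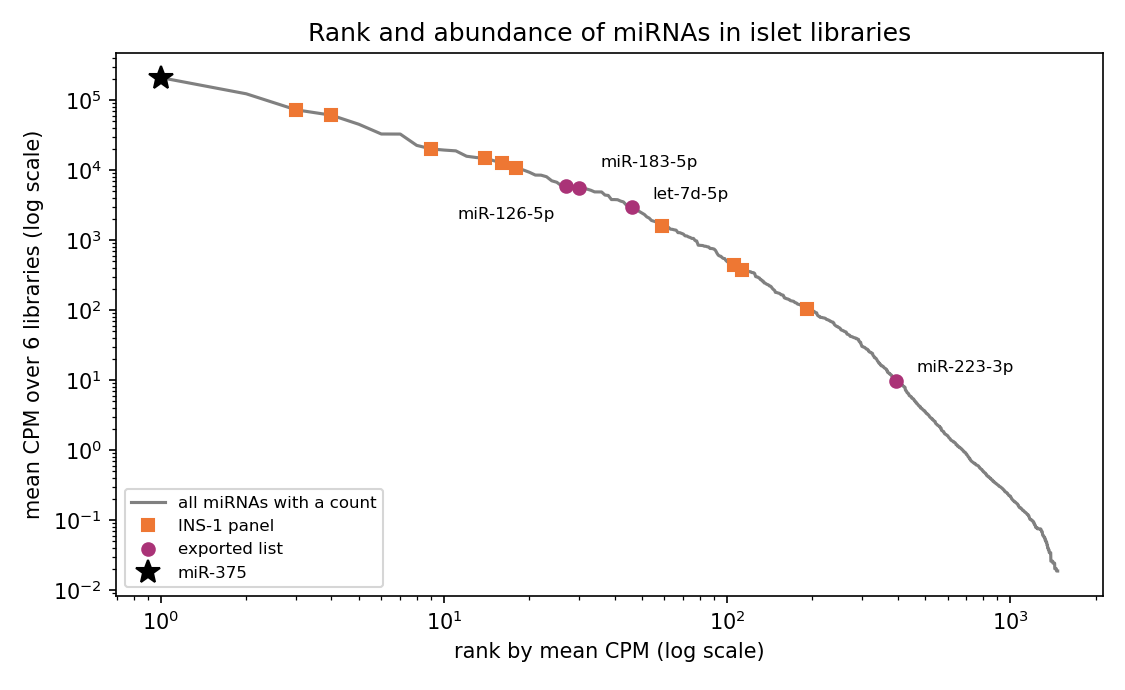
Mean CPM over 6 libraries (vertical axis, log scale) against rank by mean CPM (horizontal axis, log scale) for all miRNAs with a count, with miR-375 (star), the 4 exported miRNAs (circles) and the 10 miRNAs of the INS-1 panel (squares) marked. Of the exported miRNAs, 3 lie between 2930 and 5906 CPM and miR-223-3p lies at 9.84 CPM, all below miR-375 at 208282 CPM.

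A second panel consisted of 10 miRNAs that the study followed by PCR in INS-1 cells, a rat beta cell line, among them miR-145-5p as its negative control; of the other 9 that PCR found export for miR-132-3p alone. All 10 were again below miR-375 in human islets by its rank. The log2 ratios to miR-375 ran from -1.53 ± 0.17 (SD, n = 6) for miR-22-3p to -10.95 ± 0.13 for miR-107. Close to the upper end was miR-27b-3p (-1.79 ± 0.31), and the negative control miR-145-5p (-9.11 ± 0.19; 378 ± 49.6 CPM) lay near miR-25-3p (-8.88 ± 0.13; 442 ± 35.5 CPM). The remaining 5, miR-16-5p, miR-21-5p, miR-182-5p, miR-30d-5p and miR-132-3p, lay between -3.38 ± 0.07 and -7.02 ± 0.13. Fractional counts occurred for miR-107, miR-16-5p, miR-27b-3p and miR-30d-5p. As the division of reads is not described, their levels, and the place of miR-107 as the lowest, are uncertain to that extent.

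Each exported miRNA was also set against a product of the same hairpin, cluster or family that was not in the list of 4. All 7 pairs differed in the same direction in 6 of 6 libraries (exact sign-flip permutation test, p = 0.03125 each; adjusted over the list alone, adjusted p = 0.03125 each). The exported member was the lower one in 3 pairs. The log2 ratio was -1.24 ± 0.32 (SD, n = 6) for miR-183-5p over miR-182-5p, -3.94 ± 0.05 for let-7d-5p over let-7a-5p and -3.47 ± 0.05 for let-7d-5p over let-7f-5p. It was the higher one in the other pairs, by 3.50 ± 0.26 for miR-183-5p over miR-96-5p, 1.72 ± 0.17 for miR-126-5p over miR-126-3p and 3.91 ± 0.10 for let-7d-5p over let-7d-3p. For miR-223-3p, whose counts were 17 to 110, the other arm miR-223-5p had 0 to 6 counts, so the size of this ratio depended on the pseudocount. It was 4.80 ± 1.57 with a pseudocount of 0.5 and 4.36 ± 1.27 with a pseudocount of 1. Both let-7a-5p and let-7f-5p were among the 10 most abundant miRNAs, while let-7d-5p ranked 46 by mean. That fixed the direction of their pairs with let-7d-5p, so those p-values add no support. All of let-7d-5p, let-7a-5p and let-7f-5p had fractional counts. The division of reads is not described, so the sizes and SDs of the let-7d-5p ratios are uncertain to that extent.

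The spread between libraries was estimated over miRNAs with at least 10 counts in every library. The biological coefficient of variation from edgeR's common dispersion was 17.2%. Here it is a spread between replicates of unstated kind, in which library preparation and differences between cultures are not separated. Using all miRNAs with a count, the alternative that moved it most, gave 22.2%. Of the 556 miRNAs tested, 460 (82.7%) varied in their share of counts by more than counting error (chi-square test per miRNA, Benjamini-Hochberg adjusted p under 0.05). Requiring an expected count of at least 50 left 327 to test, of which 306 varied. The median mean abundance was 63.7 CPM for the 460 and 5.77 CPM for the 96 not shown to vary. Of the 327 with an expected count of at least 50, 21 were not shown to vary, and low depth and low variation were not separated for the 96. Among the 198 miRNAs with a mean of at least 100 CPM the median coefficient of variation was 11.5% (quartiles 7.90 and 15.4%). The largest chi-square per degree of freedom was that of miR-27b-3p (10494, coefficient of variation 16.4%), followed by miR-375 (7174, 7.12%), let-7f-5p (3741, 12.5%), miR-143-3p (2720, 17.1%) and let-7a-5p (2440, 9.22%). Across miRNAs, which are not independent replicates, the Pearson correlation of log2(CPM + 1) over the 15 pairs of libraries ran from 0.987 to 0.993 with a median of 0.990. It was lower with a pseudocount of 0.1 (0.958) and as Spearman's rho (0.874). In each pair the libraries differed by more than counting error (mean chi-square per degree of freedom 39.2 to 235), so all 6 were counted as separate libraries.

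**Figure D3:**
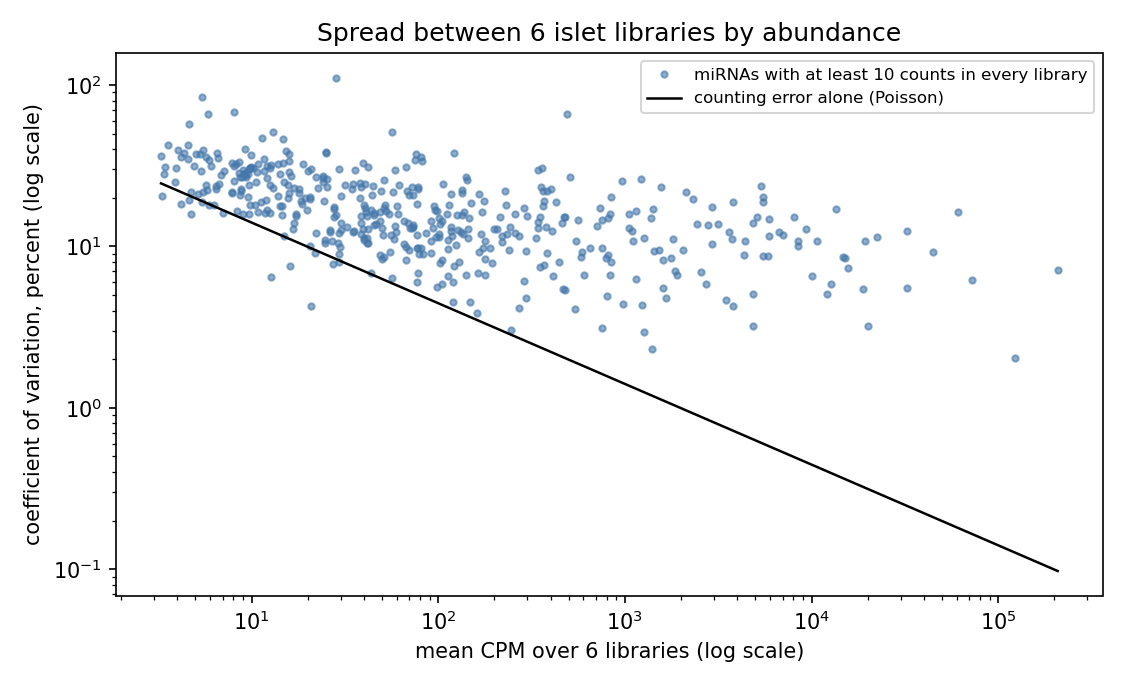
Coefficient of variation over 6 libraries in percent (vertical axis, log scale) against mean CPM (horizontal axis, log scale) for the 464 miRNAs with at least 10 counts in every library, with a line at the value counting error alone would give. Points of abundant miRNAs lie far above the line, such as miR-375 at 7.12% and miR-27b-3p at 16.4%, and points of rare miRNAs lie nearer to it.

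Mature miRNAs are cut from the 5p or the 3p arm of a hairpin, and the arm with more counts was compared between libraries. Of 229 hairpins with both arms listed and at least 10 counts summed over the arms in every library, 217 had the same arm ahead in 6 of 6 libraries, the 5p arm in 119 and the 3p arm in 98, and 12 changed order. Leaving out replicate 4, the smallest library, admitted 250 hairpins, of which 239 kept one arm ahead in the other 5 libraries. Among hairpins with at least 100 CPM, the arms were closest for miR-210 (75.2 ± 25.7 CPM for 5p and 76.6 ± 14.1 CPM for 3p, log2 ratio -0.07 ± 0.25), with 5p higher in 2 of 6 libraries. Next came miR-455 (91.6 ± 9.97 and 73.6 ± 9.94 CPM, log2 ratio 0.32 ± 0.12) and miR-136 (1086 ± 135 and 1421 ± 242 CPM, log2 ratio -0.38 ± 0.14; SD, n = 6), each with one order in 6 of 6 libraries.

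Because islet preparations can carry other cells, the summed levels of short lists of miRNAs known from other cell types were measured. These are levels and do not assign a cell type. The lists summed to 13923 ± 2282 CPM (SD, n = 6) for stromal cells (miR-143-3p, miR-145-5p), 7683 ± 968 CPM for endothelial cells (miR-126-3p, miR-126-5p), 589 ± 79.7 CPM for erythrocytes (miR-451a, miR-144-3p, miR-144-5p, miR-486-5p), 264 ± 31.1 CPM for leukocytes (miR-142-3p, miR-142-5p, miR-150-5p, miR-223-3p), 135 ± 13.8 CPM for exocrine pancreas (miR-216a-5p, miR-216b-5p, miR-217) and 2.27 ± 0.735 CPM for hepatocytes (miR-122-5p). All lay below miR-375. The erythrocyte sum came mostly from miR-486-5p at 559 ± 81.4 CPM, against 15.7 to 39.5 CPM for miR-451a. Leaving miR-375 out of the denominator raised the stromal sum to 17560 CPM. All 16 list members had a count in every library. A total of 3 were also in the exported list or the INS-1 panel (miR-126-5p, miR-223-3p and miR-145-5p), miR-126-3p was also a partner, and whether islet cells themselves express the others was not analysed here.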

Values the study reported

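The study reported 1491 miRNAs detected in the islets of donor 1, of which 17 were exported to HDL at levels more than 1.5-fold above HDL kept without cells. The table analysed here holds slightly fewer miRNAs, the reason was not found, and whether it is the table behind that number is not known. By PCR it reported a rise of miR-375-3p on HDL after incubation with islets of 135-fold, 3.5-fold and 609-fold for 3 donors.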

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

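All the tests in this part were chosen after the values had been seen. A total of 83 results were screened for a library far from the other 5, and 3 stood out, where chance alone gives about 4.15 (1 in 20), so the number of such results needs no cause beyond chance. The screen takes each result alone, so it can miss a library that differs in many. Replicate 5 was in the 3 pairs with the largest mean chi-square per degree of freedom (235, 175 and 143). Its pairs with replicates 1 and 4 gave 87.9 and 62.3. Without it the common-dispersion coefficient of variation was lowest, at 14.9%. Its erythrocyte, leukocyte, endothelial and stromal sums were the highest, its exocrine and hepatocyte sums were not. The cause was not tested. All libraries belong to one group, so no difference between groups was tested. Biological explanations were tested only for miR-141-3p (transcription of its cluster) and miR-144-3p (less red blood cell RNA).

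The library of replicate 4 stood apart by the number of miRNAs detected, 896 against 1019 to 1083 in the others (gap over range 0.658). It was also the smallest library. Thinned to its total, the other 5 detected a mean of 911 ± 10.3 (SD, 899 to 924), against 897 in replicate 4 counted in the same way, and the gap over range fell to 0.0741. Depth thus accounted for most of the difference. The other 5 libraries all stayed above replicate 4, some by less than the SD, but their mean by more than 1 SD. A looser tolerance tried first, set with the values in view, was dropped. Whether depth was the whole cause cannot be told apart from a small remaining difference with 1 library and 1 random thinning.

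Replicate 5 was high for miR-141-3p, with 27447 CPM against 19860 to 22100 in the others (gap over range 0.705). Reads shared with the near-identical miR-200a-3p do not account for it: miR-200a-3p was at 3721 CPM in that library, within the 3480 to 3924 CPM of the others, and the excess of miR-141-3p of 5969 CPM was larger than all of miR-200a-3p. Transcription of the shared cluster would raise miR-200c-3p as well, which was at 2068 CPM, below the 2151 to 2872 CPM of the others. After removal of each library's trend on GC content and length the gap over range was 0.742, and at equal depth it was 0.695, so neither explains it alone. The other arm, miR-141-5p, was at 311 CPM, within the 275 to 311 CPM of the others. Chance among the 83 results stays open.

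Replicate 6 was low for miR-144-3p, with 1.35 CPM against 3.26 to 4.19 in the others (gap over range 0.673). It rested on 12 counts where 28.9 would follow from the size of that library. An exact binomial test of these counts gave p = 0.00016, but this library was picked from 498 screened values, and multiplied by that number the p is 0.0796. The prediction as written did not allow for this screening and would have ruled counting error out, and the allowance was added once the p was known. For replicate 6 alone, counting error and a difference between libraries cannot be told apart after this allowance. In the chi-square test over all 6 libraries, miR-144-3p was among the 460 miRNAs that varied (chi-square per degree of freedom 2.84). That test does not single out replicate 6. Less red blood cell RNA in that library was not settled by the other members of the erythrocyte list. Against it, miR-451a was at 19.3 CPM, with 2 libraries lower, and miR-486-5p had 3 libraries lower. The other arm of the same hairpin, miR-144-5p, was lowest there at 0.112 CPM (others 0.145 to 3.15 CPM), but on 1 count, under the floor of 3. Replicate 3, a smaller library, also had 1 count, so this order reflects library size and is no evidence for the explanation. The prediction as written named only miR-451a and miR-486-5p and would have ruled this explanation out, and miR-144-5p was added once its value was known.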

How the results depend on the processing

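The alternatives were chosen before the data were examined. The count of partner pairs that differed (7) was the same with a pseudocount of 1 and at equal depth. These pairs had one direction in 6 of 6 libraries, so leaving out a library could not change it, and the counts of pairs against miR-375 are fixed by its rank, so neither says anything about stability. With 5 libraries the test cannot pass, so no call was made there, and the count of neighboring ranks that differ was given no value. The order of neighboring ranks was the same in every library for 3 pairs, and for 3 to 5 pairs across the 6 fits that each left out one library, 5 without replicate 2 and 5 without replicate 5.

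The number of miRNAs detected depended on the threshold: 716 with a count in every library, 555 with at least 1 CPM and 464 with at least 10 counts in every library. At equal depth, 1339 had a count in at least 1 library. The share of the 10 most abundant was 56.3% without miR-375, by construction. The median percentile of the exported list was 92.0 against miRNAs with at least 10 counts in every library, 97.5 against all with a count and 95.9 as a list of 5 with miR-375, which follows from the background or the list, and 94.7 to 95.4 across fits that each left out one library. The coefficient of variation was 22.2% over all miRNAs with a count, where rare ones enter, and 12.9% as the median of DESeq2 gene-wise estimates, and the cause of the latter was not tested. It was 14.9 to 18.1% across the leave-one-out fits. With an expected count of at least 50, 306 miRNAs varied, since fewer were tested (327). The median correlation was 0.958 with a pseudocount of 0.1 and 0.874 as Spearman's rho, and the cause was not tested. With miR-375 out of the denominator, which raises every sum by construction, the marker lists summed to 170 (exocrine), 744 (erythrocyte), 333 (leukocyte), 9694 (endothelial) and 17560 CPM (stromal).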

Other observations

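Of the tests in this part, those of depth and of rows with the same seed were chosen before their results were seen. The tests of GC content, of neighboring genes and of other non-coding RNAs, the test of hairpin arms and all reruns with part of the data left out were chosen after an exploratory look at which miRNAs differed most between libraries.

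Of 556 miRNAs, 460 differed in share between libraries by more than counting error. The 6 libraries form one group, so no difference between groups was tested. A shared cause such as transcription or cell mix was tested only through pairs of related miRNAs, as given below. It is not stated whether cultures or libraries were repeated, so differences between cultures and library preparation both stay open. The expected counts of this test follow the library totals, so unequal depth alone would not make a miRNA vary in it. After every library was thinned to the smallest total, 323 of 557 miRNAs still varied. Thinning lowers the power of the test, so this number is no evidence for or against depth as a cause. A trend on GC content and length is argued against as the whole cause: its removal left 464 of 556 varying, and it held 6.77% of the squared deviations. Within libraries the Spearman correlation of deviation with GC content ran from -0.376 in replicate 3 to 0.213 in replicate 5, across miRNAs, which are not independent.

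A shared cause upstream of the library, such as transcription or cell mix, might make miRNAs of one cluster deviate together. For 65 pairs within 10 kb the median correlation of deviations over the 6 libraries was 0.336, above most permutations of the miRNAs (permutation p = 0.024), which met the prediction as it had been written. The checks that follow were added once this was known. Among the 3 kinds of pairs tested its adjusted p was 0.0720, and 24 pairs of arms of one hairpin, which share a transcript too, gave 0.231 (permutation p = 0.1935, adjusted 0.290). The relation rested on chromosome 14, with 51 of the pairs from 19 miRNAs (0.470, permutation p = 0.0067). The other 14 pairs gave 0.0331 (permutation p = 0.5995). After removal of the GC and length trend all 65 pairs gave 0.173 (permutation p = 0.0595). A shared cause and chance cannot be told apart, because 51 of the 65 pairs lie on chromosome 14, share 19 miRNAs and so are not independent, and the 14 elsewhere are few. Capture by sequence could make miRNAs with the same seed deviate together. Their median correlation was 0.188 (permutation p = 0.3349, adjusted 0.335), but over only 9 pairs from 10 miRNAs, too few to decide.

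Fragments of other non-coding RNAs counted as miRNAs might differ between libraries more than true miRNAs. The sequences of 19 miRNAs matched another non-coding RNA with at most 1 mismatch, and 11 of these could be tested. Their median coefficient of variation was 32.5%, above 98.35% of 10000 random lists matched on abundance (median 23.9%), which met the prediction as written. In a check added once this was known, it did not hold up when single miRNAs were left out: it fell below 95% for 5 of the 11, and to 76.9% without miR-1246. With so few miRNAs it stays open. Outside that list, miR-4516 (coefficient of variation 84.5%), miR-6087 (68.2%), miR-7704 (66.3%) and miR-3607-5p (66.4%) were singled out after their values were seen. The first 3 were highest in replicate 5, at 14.2, 17.6 and 13.2 CPM, and miR-3607-5p was highest in replicate 2, at 1048 CPM. These values were not tested further.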
